A study of Rattus norvegicus with 6 samples. Its data were reported in "FTO suppresses cardiac fibrosis after myocardial infarction via m6A-mediated epigenetic modification of EPRS" (2024).

How the data were processed

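RNA-seq was performed on neonatal rat cardiac fibroblasts (NRCFs), primary cells grown from the hearts of newborn rats. Cells received either a plasmid carrying the coding sequence of FTO, a demethylase that removes the N6-methyladenosine (m6A) mark from RNA, or the empty plasmid (Vector). The study's methods describe a rat FTO sequence cloned into a plasmid. There were 6 libraries in 2 groups, 3 labelled FTO overexpression and 3 labelled wild type, which is the Vector group of the design. Groups were taken from the genotype labels and replicate numbers from the sample titles. The labels give no library batch or sequencing date.

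The authors deposited raw counts, 1 whole number per gene symbol and library, in 1 file per library. Total RNA was extracted, libraries were made with a commercial RNA kit, and sequencing was done on an Illumina instrument. The aligner, the counting program, the genome build, the annotation and the use of strand are not stated in the labels or in the study's methods. No coordinates are printed for that reason. How multi-mapping reads were treated is unknown, so counts of genes with near-identical copies, such as the actins and the Mx, Ifit and Oas families, are uncertain to that extent, as are counts of overlapping or antisense genes. The symbols are those of an older rat annotation, and current symbols on the gene lists were matched to older ones by hand, for example Eprs for Eprs1 and Ctgf for Ccn2.

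Each file listed the same 21857 symbols, and 4691 of these had no count in any library. Total counts were 13746050, 14916702 and 14494904 in Vector replicates 1, 2 and 3, and 14271013, 13178952 and 17857999 in replicates 1, 2 and 3 of the libraries labelled FTO. A floor of 3 counts was worth between 0.168 and 0.228 library-size-scaled counts (CPM). Where every library of a group was at or under that floor, a fold change was computed against the floor and is given as a lower bound. Intervals and floors cover counting error and replicate spread only, because the libraries carry no molecular identifiers.

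Genes were kept with filterByExpr of edgeR at its minimum count of 10, which left 12941 genes holding 99.9% of the counts in each library. Libraries were scaled by the trimmed mean of M-values (TMM), with factors from 0.995 to 1.005. The groups were compared by the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, a two-sided test, with no covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Values are given as TMM-normalized CPM, mean ± SD of 3 libraries, with the log2 fold change of the libraries labelled FTO over Vector and its standard error (SE). The SE was obtained from the fold change and the F statistic of the test. The study names no test for its RNA-seq but gives a threshold, a log2 fold change of at least 1 with a p-value under 0.05, without saying whether that p-value was adjusted. The threshold was applied here in either direction with the unadjusted p-value, next to the adjusted one.

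Gene sets were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the 17 sets tested. The sets were collagen chains, collagen-modifying enzymes, TGF-β/SMAD genes, cytosolic aminoacyl-tRNA synthetases, cell cycle genes of the G1/S and of the G2/M phase, HIF1 targets, interferon-response genes, NF-κB-driven inflammatory genes, and markers of cardiomyocytes, macrophages, endothelial, mural, epicardial, fibroblast, epithelial and Schwann or neural cells. These lists, a list of 13 m6A writers, erasers and readers, the collagen genes named by the study and the 15 collagen-related genes that the study selected, were written before the data were examined, as were the tests and the alternatives. A list of ATF4 targets other than synthetases, a list of Y-linked genes and the X-inactivation gene Xist were added later, before the values of the genes on them were looked at. Col1a2, Crtap, Pcolce2, Ccnb2, Pecam1, Robo4, Cth, Uty and Xist are not analysed here.

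The genes named in the text are Fto, the collagen genes named by the study and Acta2, and, among genes with an adjusted p-value under 0.05, no overlap in CPM between the groups and a mean of at least 100 counts, the 5 with the largest increase and the 5 with the largest decrease in fitted log2 fold change. Other genes named as members of a list were singled out after their values were seen.

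Alternatives were DESeq2 1.42.0 and limma-voom in place of edgeR, DESeq2 size factors or library size alone in place of TMM, no filter on low counts or a mean of at least 10 counts in place of filterByExpr, the replicate number as a block, glmTreat against a 1.2-fold change, fry or camera with an estimated correlation for the sets, and leaving out each library in turn. The procedure was tested on simulated counts drawn from the means, library sizes and dispersions of these libraries. Of 199 changed genes among 12539 tested, edgeR recovered 197 and also called 15 unchanged genes. DESeq2 recovered 194 and limma-voom recovered 197. With so few changed genes, the simulation does not test the procedure where 65.9% of the genes pass the adjusted threshold, as in the real libraries.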

Results

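The data set comprised 6 RNA-seq libraries of NRCFs, 3 from the Vector group and 3 labelled FTO, with 13178952 to 17857999 counted reads each. The replicates were separate libraries. In each within-group pair the counts differed by more than sampling noise, with a chi-square per degree of freedom from 1.56 to 8.02 over genes with at least 10 counts. That does not show whether the replicates came from separate cell isolations. If they did not, the p-values below measure only the spread within an isolation. Across genes, log2 CPM correlated at 0.992 to 0.994 within the groups and at 0.873 to 0.880 between them, and the first principal component, which separated the groups, held 93.2% of the variance. Genes are not independent replicates, so these coefficients describe the libraries only. The 10 most abundant genes of each library took 11.2% to 11.3% of the counts in the Vector group and 7.57% to 7.80% in the libraries labelled FTO.

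The level of Fto was examined first, because the plasmid was meant to raise it. Fto was at 88.3 ± 1.2 CPM in the Vector group and at 92.3 ± 1.32 CPM in the libraries labelled FTO (SD, 3 libraries each), with a mean of 1332 counts per library. The log2 fold change was 0.06 (SE 0.0468) with an adjusted p-value of 0.239 in the edgeR quasi-likelihood test, so that test detected no difference. Each library labelled FTO lay slightly above each Vector library, and the group means differed by more than the SD of either group. The 95% confidence interval of the fold change was 0.976 to 1.12. The alternative that moved the estimate most left out the library FTO replicate 1 or 2, giving 0.05 and 0.08. Since no rise of Fto was detected in these counts, the group is called the libraries labelled FTO, and each direction below is that of those libraries against Vector and not of a measured rise in Fto mRNA.

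**Figure D1:**
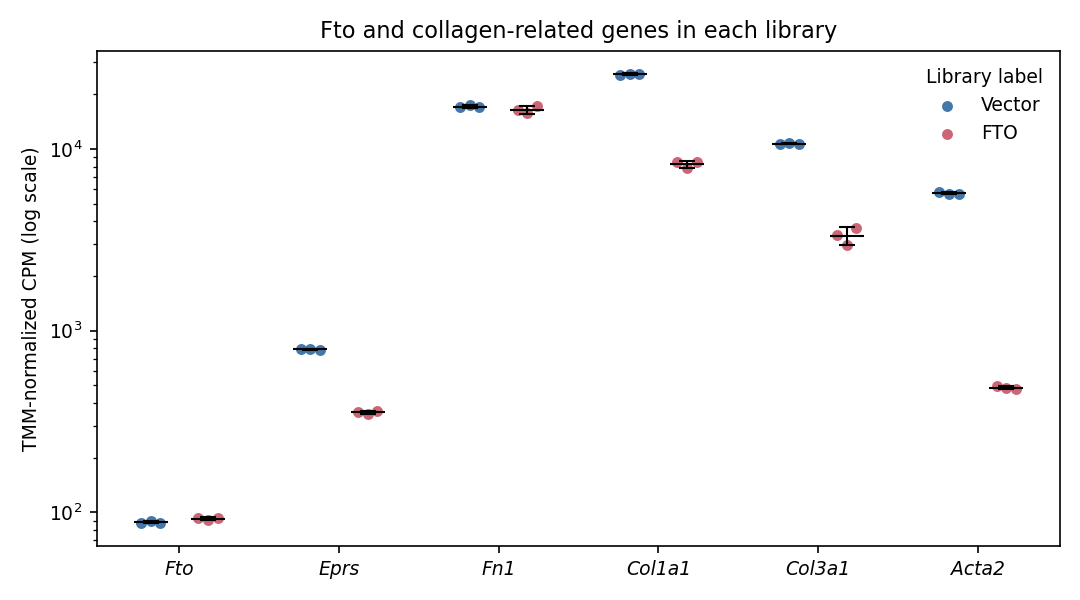
TMM-normalized CPM (log axis) of Fto, Eprs, Fn1, Col1a1, Col3a1 and Acta2 in each library; points are libraries, horizontal marks are group means and error bars are SD of 3 libraries. Fto differed by 0.06 on the log2 scale between the groups, while Eprs, Col1a1, Col3a1 and Acta2 were lower in every library labelled FTO than in every Vector library.

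To find the genes that differed between the groups, 12941 genes were compared. At the threshold used by the study, 2539 genes differed, of which 1340 were higher and 1199 lower in the libraries labelled FTO. With an adjusted p-value under 0.05 in the edgeR quasi-likelihood test, 8531 genes differed, 65.9% of those tested, with 4292 higher and 4239 lower. Of these, 2538 also changed at least 2-fold. In 9096 genes (70.3%) the CPM of the groups did not overlap, where chance gives 10% for 3 libraries against 3. The median log2 fold change of all tested genes was 0.00 with TMM and 0.01 with library size alone. A shift common to all genes would be removed by either scaling and was not measured. The count at the study's threshold moved most under glmTreat, which tests against a 1.2-fold change and called 5668 genes, and the adjusted count moved most with DESeq2, which called 7795.

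Among genes with no overlap between the groups and at least 100 counts on average, the 5 largest increases by fitted log2 fold change were those of Cxcl6, Csf3, Cfb, Mmp3 and Pla2g2a. Cxcl6, Csf3 and Mmp3 had at most 3 counts in each Vector library. They reached 786 ± 85.0, 90.6 ± 14.5 and 23.7 ± 10.2 CPM in the libraries labelled FTO, which is at least 3583-fold, 413-fold and 108-fold higher. The ranks of Csf3 and Mmp3 rest on fitted values that depend on the prior count, as their bounds lie under the 657-fold rise of Ifit3, a gene above the floor in Vector. Cfb rose from 1.03 ± 0.0799 to 3004 ± 139 CPM, a log2 fold change of 11.51 (SE 0.0814), with an adjusted p-value of 4.7e-20 in the edgeR test. Pla2g2a rose from 1.26 ± 0.311 to 3276 ± 305 CPM, a log2 fold change of 11.34 (SE 0.114), with an adjusted p-value of 9.4e-19 in the edgeR test.

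The 5 largest decreases by fitted log2 fold change were those of C1qb, Acan, C1qc, Aldh1a1 and C1qa. C1qb and C1qc were at 19.7 ± 0.870 and 15.6 ± 2.24 CPM in the Vector group and had at most 3 counts in each library labelled FTO, which is at least 87.0-fold and 68.9-fold lower. Acan fell from 82.8 ± 1.89 to 0.428 ± 0.0970 CPM, a log2 fold change of -7.60 (SE 0.121). Aldh1a1 changed by -5.66 (SE 0.119) and C1qa by -5.31 (SE 0.120) on the log2 scale. The adjusted p-values of these 3 genes in the edgeR test were 9.1e-17, 2.2e-15 and 5.6e-15. Over the whole table, 93 genes with an adjusted p-value under 0.05 were at or under the floor in every Vector library and higher in the libraries labelled FTO, and 52 were at or under it in every library labelled FTO and lower there.

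**Figure D2:**
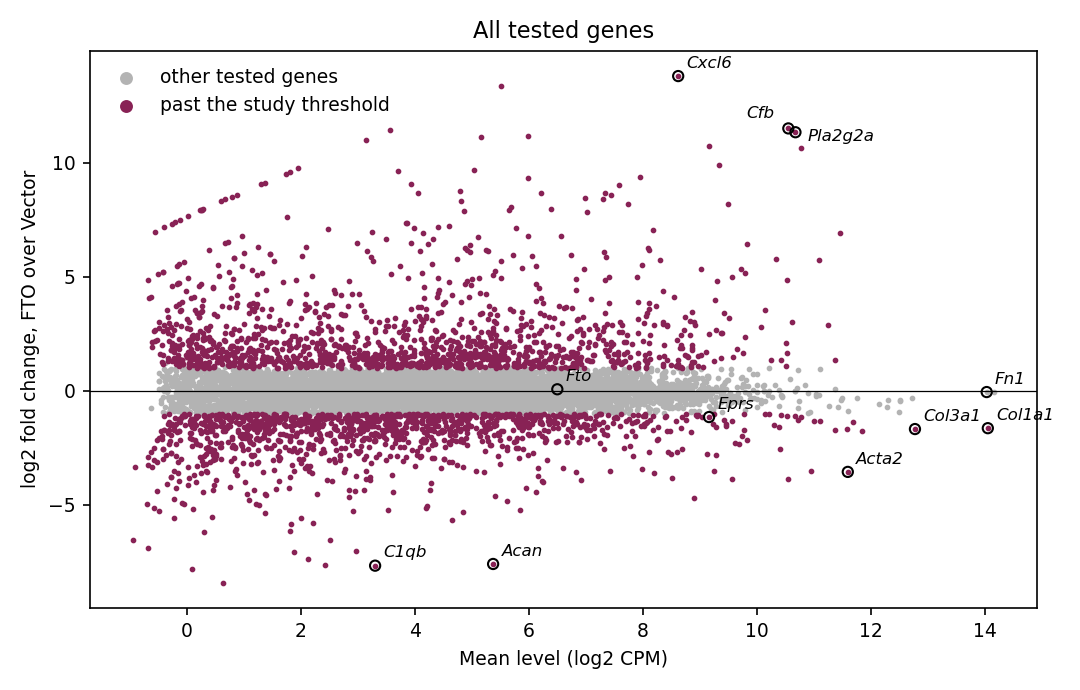
Log2 fold change of the libraries labelled FTO over Vector (vertical axis) against the mean level in log2 CPM (horizontal axis), 1 point for each of the 12941 tested genes, with the 2539 genes past the study's threshold in purple. Cxcl6 and C1qb are drawn at their fitted fold change, which depends on the prior count because 1 group was at the floor, and Fto lies close to 0.

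The study reported that collagen-related genes fell in its RNA-seq, and named Eprs (glutamyl-prolyl-tRNA synthetase), Col1a1, Col3a1 and fibronectin (Fn1). Eprs decreased from 791 ± 4.87 to 355 ± 7.27 CPM, with a log2 fold change of -1.15 (SE 0.0381) and an adjusted p-value of 5.3e-13 in the edgeR test. Col1a1 decreased from 25809 ± 337 to 8268 ± 377 CPM, with a log2 fold change of -1.64 (SE 0.0417) and an adjusted p-value of 2.3e-14. Col3a1 decreased from 10699 ± 90.0 to 3338 ± 363 CPM, with a log2 fold change of -1.68 (SE 0.0608) and an adjusted p-value of 1.7e-12. Fn1 was at 17129 ± 246 and 16464 ± 779 CPM, a log2 fold change of -0.06 (SE 0.0410), and its adjusted p-value of 0.233 did not pass the threshold. Without FTO replicate 3, the change of Fn1 was -0.10 with an adjusted p-value of 0.0104, within a range of 0.0104 to 0.536 over its 13 alternatives. So 3 of the 4 genes differed, and also 3 when adjusted over the list alone. Acta2, which encodes α-smooth muscle actin and shares sequence with the other actins, decreased from 5716 ± 65.1 to 485 ± 8.03 CPM, with a log2 fold change of -3.56 (SE 0.0401) and an adjusted p-value of 2.3e-18 in the edgeR test. Col1a2 is not analysed here.

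The 15 collagen-related genes that the study selected as lower in both its RNA-seq and its m6A-seq were then examined. All 15 were lower in the libraries labelled FTO, with log2 fold changes from -7.60 (Acan) to -1.15 (Eprs) and a median of -1.55. All 15 passed the adjusted threshold of the edgeR test, the study's threshold and the threshold adjusted over the list alone, and in each the groups did not overlap. The study chose these genes on these samples, so this is not independent evidence. Among the more abundant ones, Itgb1 fell from 4762 ± 6.65 to 1835 ± 67.2 CPM, Thbs1 from 4050 ± 15.9 to 1227 ± 113 CPM and Serpinh1 from 2927 ± 30.9 to 1161 ± 16.6 CPM. Rapgef3 and Fcna were measured from means of only 53 and 30.7 counts per library.

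As sets, the collagen genes were tested in place of the enrichment analysis of the study. Of 33 collagen chain genes tested, 30 were lower and 3 higher, with the same split under each of the 3 scalings, and the median log2 fold change was -1.08. The adjusted p-value of camera was 3.2e-09. The range within the set ran from -4.42 (Col9a3) to 1.98 (Col7a1), and Col18a1 also increased by 1.03. Of the 33 genes, 28 passed the adjusted threshold over all genes and 29 when adjusted over the list alone. The 20 genes for collagen-modifying enzymes moved both ways, 13 lower and 7 higher, with a median of -0.31 and an adjusted p-value of 0.128 in camera. Of these, 17 passed the adjusted threshold singly, also 17 over the list alone, with Serpinh1 at -1.33 and P4hb at 1.33 as members that moved in opposite directions. The collagen chain set did not pass when camera estimated the inter-gene correlation (adjusted p-value 0.194).

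Other pathways, some of them discussed by the study, were tested in the same way. TGF-β/SMAD genes were lower as a set, with a median of -0.51 over 17 genes and an adjusted p-value of 7.6e-07 in camera. In it Tgfb3 changed by -4.69 and Ctgf by -3.52, while Smad3 (1.37), Tgfbr2 (0.84) and Postn (0.52) were higher. The 20 cytosolic aminoacyl-tRNA synthetases, Eprs among them, had a median of -0.67 and an adjusted p-value of 2.5e-04, with 14 genes lower and 6 higher. Cell cycle genes were not lower as sets. The median was 0.09 over 41 G1/S genes (adjusted p-value 0.548 in camera) and 0.23 over 51 G2/M genes (adjusted p-value 0.347 in camera). Singly, 13 G1/S genes were higher and 4 lower past the adjusted threshold of the edgeR test. Of the G2/M genes, 31 were higher and 8 lower. HIF1 targets were higher, with a median of 0.997 over 15 genes and an adjusted p-value of 3.5e-08, Car9 (-1.38) being the only one of the 15 that was lower. The interferon-response genes were higher in 19 of 19 cases, with a median of 6.79, which did not change when the 2 genes at the floor in Vector were set to their bounds, and an adjusted p-value of 6.8e-77. The NF-κB-driven genes were higher in 14 of 14 cases, with a median of 4.21 and an adjusted p-value of 1.3e-41. The direction of each of these list medians was the same under each of the 3 scalings. Over all 17 sets tested, marker lists included, camera called 9 at an adjusted p-value under 0.05. All 9 also passed under fry, which called all 17, and 6 of them passed under an estimated correlation. The 3 that did not were the collagen chains, the synthetases (0.143) and the macrophage markers (0.0781).

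**Figure D3:**
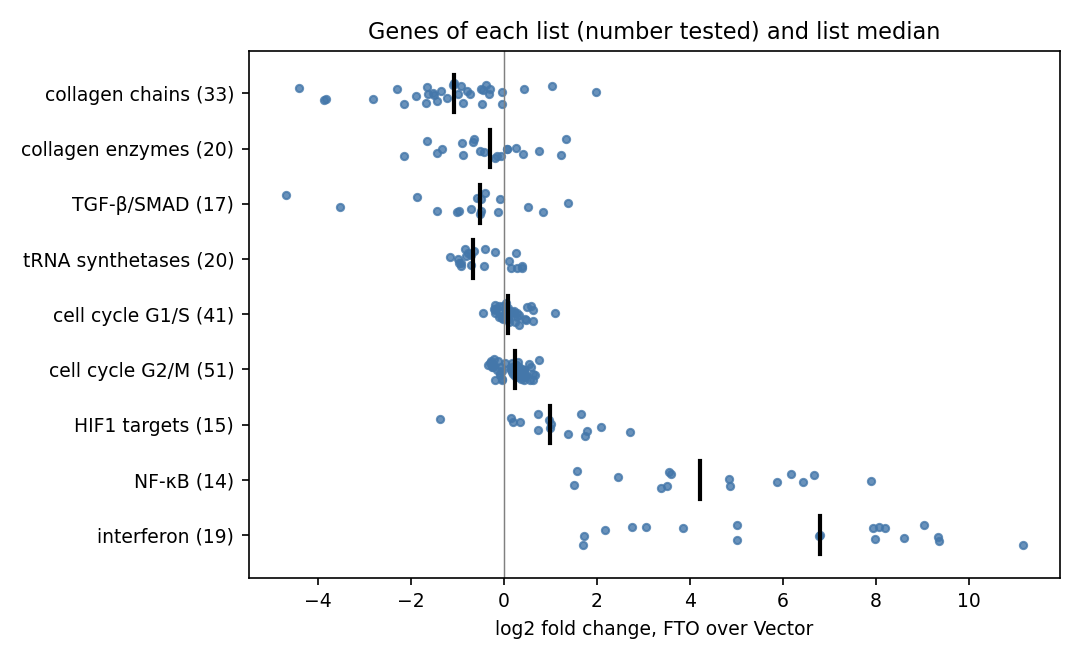
Log2 fold change of the libraries labelled FTO over Vector (horizontal axis) for the tested genes of 9 lists; points are genes, jittered vertically, and the black bar is the list median. The medians run from -1.08 (collagen chains) to 6.79 (interferon), where 2 genes at the floor in Vector are drawn at fitted values.

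**Figure D4:**
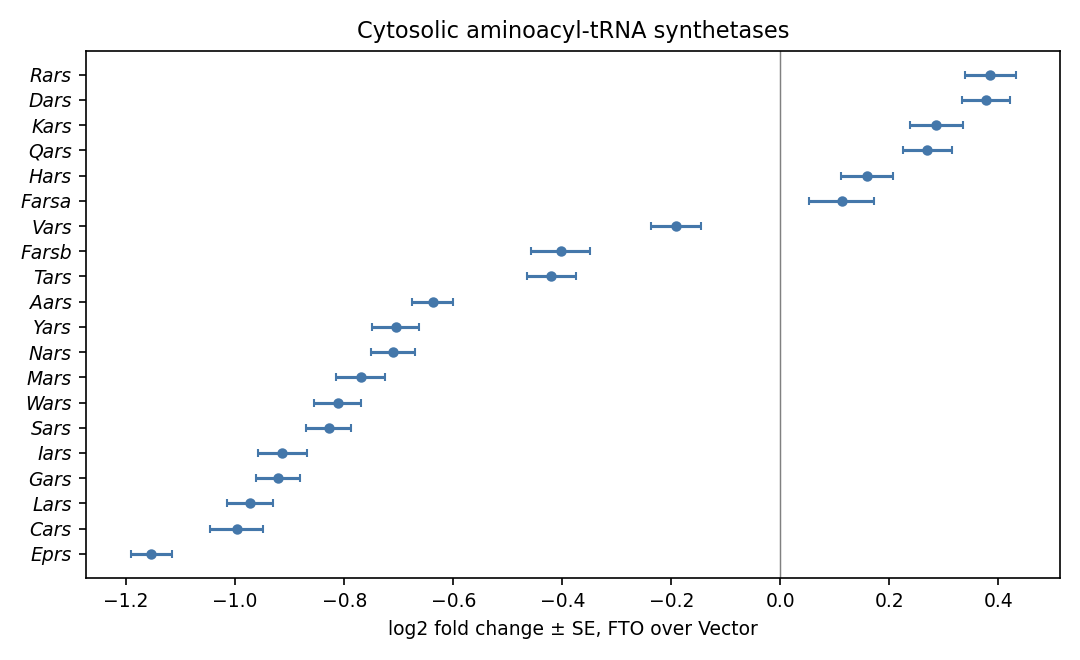
Log2 fold change (horizontal axis) of the 20 cytosolic aminoacyl-tRNA synthetases, points with SE bars from the edgeR fit of 3 libraries against 3. Eprs had the lowest value of the 20, and 14 of the 20 were below 0.

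Lastly, the m6A writers, erasers and readers were compared, as FTO acts on the m6A mark. Of 13 genes, 5 passed the adjusted threshold of the edgeR test, 3 passed when adjusted over the list alone, and 0 passed the study's threshold. The 5 were Igf2bp3 (-0.46, adjusted p-value 3.8e-05), Mettl14 (-0.26, adjusted p-value 0.00522), Alkbh5 (0.21, adjusted p-value 0.00547), Ythdc2 (-0.35, adjusted p-value 0.0351) and Ythdf3 (-0.10, adjusted p-value 0.0388), and the first 3 were those that passed over the list alone. Igf2bp3, the reader that the study linked to Eprs, decreased from 32.5 ± 1.17 to 23.7 ± 0.266 CPM. The number of genes past the adjusted threshold was 7 without FTO replicate 3, 3 without Vector replicate 1 or without Vector replicate 3, and 3 with DESeq2, where Ythdc2 and Ythdf3 did not pass. The adjusted p-values over the 13 alternatives ran from 0.00143 to 0.121 for Ythdc2 and from 0.0344 to 0.101 for Ythdf3. Mettl3 changed by -0.02 (SE 0.0736), and its sign was not the same when single libraries were left out.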

Values the study reported

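From its RNA-seq, the study reported 2929 genes that differed between the groups, with 1547 of them up and 1382 down in cells given FTO. It counted 900 transcripts that were lower and also matched m6A peaks of reduced abundance. From this overlap it selected 15 genes related to collagen.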

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

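No difference of Fto between the groups was detected under any of its 13 alternatives. Its log2 fold change ranged from 0.051 to 0.078 and its adjusted p-value from 0.182 to 0.450. The number of genes past the study's threshold was 2489 to 3191 under the alternatives other than glmTreat, the highest being that without a filter on low counts, which tests more genes. Under glmTreat, which sets a threshold of a 1.2-fold change with an adjusted p-value in place of a 2-fold change, it was 5668, as its construction would give. The number past the adjusted threshold was 7795 to 9009. Of the collagen genes named by the study, 3 passed under each alternative except without FTO replicate 3, where Fn1 passed too and made 4. The 15 genes selected by the study all passed under each of their 13 alternatives.

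The calls among the m6A genes changed with the processing. With DESeq2, 3 of the 13 passed in place of 5, and across the 6 fits that each left out a single library the number ran from 3 (without Vector replicate 1 or 3) to 7 (without FTO replicate 3). Mettl3 changed sign in these fits, with values from -0.0879 to 0.0107 on the log2 scale, as did Wtap, with values from -0.0811 to 0.0206, and neither passed the adjusted threshold in any of them. The cause was not tested.

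For the gene sets, the choice of test mattered more than the scaling or the filter. With an inter-gene correlation estimated from the 6 libraries, the adjusted p-value was 0.194 for the collagen chains, 0.143 for the synthetases and 0.0781 for the macrophage markers, which no longer passed. With fry, which asks whether the genes of a set changed at all and not whether they changed more than other genes, the sets that camera did not call passed, at 2.8e-04 for collagen-modifying enzymes, 5.8e-05 for G1/S genes, 0.00405 for G2/M genes, 1.5e-04 for endothelial, 0.0123 for mural, 9.6e-05 for epicardial, 5.5e-04 for epithelial and 8.9e-04 for Schwann or neural markers. The epicardial set also passed without a filter (0.0284) and with a mean of at least 10 counts (0.0409). Its adjusted p-value ran from 0.0390 (without FTO replicate 2) to 0.107 (without FTO replicate 3) across the fits that left out a single library, against 0.0555 with all 6. Why it moved was not tested. The other 7 sets that camera did not call, and the 9 it called, stayed on their side of the threshold when single libraries were left out.

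Replicate numbers in the titles did not pair the samples. Deviations from the group means correlated across genes at 0.003, -0.069 and 0.021 for libraries with the same number, against -0.094 to 0.087 for libraries with different numbers. With the replicate number as a block, 8399 genes passed the adjusted threshold, 2546 passed the study's threshold and 4 of the 13 m6A genes passed, Ythdf3 not among them (adjusted p-value 0.0651, within a range of 0.0344 to 0.101 over its alternatives). Among the single genes followed through the alternatives, 109 in number, 10 changed in at least 1 alternative, giving 14 calls lost, 5 gained and 4 changes of sign. The alternative with another pseudocount was planned for normalized values and was not run, as the files hold counts. Depth limits the genes near the floor, such as Csf3 and C1qb, whose fold changes are known only as lower bounds.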

Other observations

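The splits of the samples, the removal of abundant genes and the ATF4 test were set before their results were seen. So were the camera tests of the marker lists. The other tests of explanations in this part were chosen after the result they examine was seen. GC content and gene length were not tested. The labels name no library batch, and none was tested.

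No rise of Fto was detected in the libraries labelled FTO, although 8531 genes differed at an adjusted p-value under 0.05 in the edgeR test. Too few counts would leave room for a 2-fold rise, but the upper 95% limit of the fold change was 1.12. An exchange of a single library between the groups would place it with the other group, but the lowest within-group correlation exceeded the highest between-group correlation by 0.112. The highest log2 fold change under the scaling alternatives was 0.0724, but the TMM factors lay between 0.995 and 1.005, so these alternatives hardly differ and decide nothing about scaling. The study reported that the transfection efficiency of its FTO plasmid was checked by qRT-PCR, and that m6A fell in cells given it. It also measured FTO protein after the plasmid. Whether those checks used the cultures sequenced here is not stated. What also stays open is whether few plasmid transcripts were present when the cells were collected, whether the counting left them out, and whether other cultures than the transfected ones were sequenced. None of these was tested. An exchange of the whole groups would leave Fto without a detected difference too and would not account for it.

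Of the tested genes, 65.9% passed the adjusted threshold. All 10 splits of the 6 libraries into 3 and 3 were fitted, the real one included. Only 1 of the 10 splits, the real one, gave as many genes past the adjusted threshold, the other 9 giving 0, and only 1 of the 10 gave as many past the study's threshold, the other 9 giving 3 to 9. Likewise only 1 of the 10 splits gave 15 of the 15 genes selected by the study and only 1 of the 10 gave 5 of the 13 m6A genes, the others giving 0 of either. The smallest share that 10 splits can give is 0.1, so the count of splits decides nothing by itself. The difference between the groups was larger than the spread between replicates in most genes, since the CPM of the groups did not overlap in 70.3% of them, where chance gives 10%. For the gene sets, a mixed split, with Vector replicate 1 and FTO replicates 2 and 3 on one side, also gave 9 sets, so that 2 of the 10 splits gave as many as the real split, and the remaining 8 gave 6 to 8. Each mixed split sets 2 libraries of a group and 1 of the other against the remaining 3, so it keeps part of the real difference and gives no level for unchanged groups. Removing the 20 most abundant genes before scaling left 8513 genes past the adjusted threshold, but TMM trims such genes in any case, so the removal decides nothing. A wrong scaling factor between the groups, whether from a few genes or from many, would move every gene alike. With the libraries labelled FTO shifted by a common factor, from -1 to 1 on the log2 scale in steps of 0.1, the fewest genes past the adjusted threshold were 8531, at a shift of 0, so no factor in this range accounts for the 65.9%.

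Eprs did not fall alone. The other 19 synthetases had a median log2 fold change of -0.64, with 13 lower and 5 higher past the adjusted threshold, and this median lay at percentile 0 of 10000 random lists matched on expression (95% of them between -0.22 and 0.28). A fall restricted to Eprs is thereby argued against, although Eprs had the lowest value of the 20. A candidate explanation is a lower activity of the ATF4 programme, which drives several synthetases together with genes of amino acid synthesis and transport. ATF4 targets other than synthetases had a median of -1.16 over 19 genes, of which 17 were lower and 2 (Ddit3 and Stc2) higher, also at percentile 0 of the random lists (95% of them between -0.23 and 0.26). Across the alternatives this median stayed between -1.20 and -1.13. Among these, Asns changed by -1.03, Phgdh by -1.46 and Psat1 by -1.36, and Atf4 itself by -0.70. Most of these values go the way the hypothesis predicts, and they do not test whether m6A on the Eprs transcript also contributes. For that, the study gave other evidence. It reported a smaller m6A peak in Eprs, reporters with mutated m6A sites, and Eprs mRNA half-lives after knockdown of FTO and IGF2BP3.

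The interferon and NF-κB lists had the highest medians of the lists tested, with Irf7 from 4.93 ± 0.819 to 1434 ± 71.8 CPM, Sod2 from 99.0 ± 6.57 to 2860 ± 79.9 CPM and Ccl2 from 178 ± 5.94 to 2088 ± 66.9 CPM. No gene of these lists was on another list. More macrophages in the libraries labelled FTO would raise the macrophage list, but its median log2 fold change was -1.98, and Ptprc, carried by most leukocytes, changed by -1.86. A response to the plasmid, to the transfection reagent or to another stimulus that the Vector cultures did not share may also give such a rise. The design names Vector cells as control while the labels call them wild type only, and this was not tested.

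Of the 16 macrophage markers, all passed the filter in these fibroblast cultures, 14 were lower and 2 higher, with an adjusted p-value of 2.8e-16 in camera. Lyz2, the most abundant, fell from 1117 ± 22.8 to 97.6 ± 5.80 CPM, while Adgre1 rose by 2.22 on the log2 scale. Fewer macrophages with no other change would lower the markers by a common factor, but the quartiles of their log2 fold changes lay 2.55 apart, so it cannot be the whole account. A smaller macrophage share together with altered expression may remain, and the distance does not argue against it, as most tested genes differed in any case. C1qa is a macrophage marker and at the same time 1 of the 15 collagen-related genes selected by the study.

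The cardiomyocyte list was higher, with a median of 1.23 over 14 tested genes of 16 and an adjusted p-value of 2.2e-06 in camera. Myh6 rose from 192 ± 7.95 to 496 ± 53.0 CPM, whereas Tnnt2, the most abundant marker, changed by -0.25 (SE 0.0393) on the log2 scale. More cardiomyocytes with no other change would raise the markers by a common factor, but the quartiles of their log2 fold changes lay 0.773 apart. The quartiles of all tested genes were -0.364 and 0.362, so such a distance was usual here. It does not decide between a larger share and changes of expression. A larger share of cardiomyocytes with a further change of expression stays open. Of the other marker lists, the fibroblast one was higher, with a median of 0.56 over 12 genes and an adjusted p-value of 5.7e-07, but its members ran from -1.34 (Vim) to 6.90 (Dcn, from 47.0 ± 1.57 to 5611 ± 221 CPM). The lists for endothelial (6 genes, median 1.05, adjusted p-value 0.326), epicardial (7 genes, 0.88, 0.0555), epithelial (3 genes, 0.91, 0.347) and Schwann or neural cells (7 genes, -0.66, 0.362) did not pass. The mural list (7 genes, adjusted p-value 0.425) had members that went both ways, with a median of 2.31, or 2.17 with the gene at the floor set to its bound.

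Of the Y-linked genes, Kdm5d rose from 20.4 ± 0.325 to 41.6 ± 1.05 CPM and Eif2s3y from 33.7 ± 2.98 to 54.0 ± 1.48 CPM, with log2 fold changes of 1.03 (SE 0.0677) and 0.68 (SE 0.0693), while Ddx3y, with a mean of 19 counts, had no detected change (0.15, SE 0.297). The 95% interval of its fold change, 0.712 to 1.72, lay under that of Kdm5d, 1.85 to 2.26. A different mix of male and female pups between the groups, with no other change, would raise Kdm5d and Eif2s3y by the same factor, but their log2 fold changes differed by 0.350 (95% interval 0.143 to 0.557). Rises of at least the size of Kdm5d and Eif2s3y were seen in 10.1% and 14.7% of all tested genes, so they do not stand apart. Of the X-linked partners of these genes, looked at after their values were seen, Kdm5c changed by -0.49 and Eif2s3 by -0.20, the direction a larger male share would give, and Ddx3x by 0.17, the opposite one. A different sex mix together with a further change may remain. The planned ratio of Y-linked to Xist counts was not computed, as Xist is not analysed here.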
